A study of Mus musculus with 18 samples. Its data were reported in "Postnatal state transition of cardiomyocyte as a primary step in heart maturation" (2022).

How the data were processed

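Single-cell RNA-seq was read from 36 deposited tables, a count matrix and a well report for each of 18 samples. The authors isolated cells from mouse hearts, with a digestion kit for P4 and P7 pups and by perfusion for P14 and P28 mice, and separated CMs from other cells by centrifugation. Digestion therefore changed between P7 and P14 together with age. Cells were dispensed on ICELL8 nanowell chips, where wells were imaged so that wells with 1 live cell could be chosen. Per the study's methods, reads were assigned to wells by barcode with the maker's pipeline, trimmed with cutadapt, screened against contaminants, aligned to mm10 with STAR and assigned to Ensembl genes with featureCounts. Duplicate reads were collapsed by UMI. The values deposited by the authors are raw counts of distinct UMIs per gene and well, neither normalized nor filtered, and the deposited reports hold counts of reads, UMIs and genes per well with the type of each well. In all 23656 wells the sum of the matrix equalled the total in the report. The matrices named 35843 Ensembl genes, 34891 of which had a symbol in the reference annotation (GENCODE vM21, GRCm38, the build also called mm10), along with 92 ERCC and 7 SIRV spike-in columns and a column for the TDtomato reporter. Spike-ins, the reporter and the 35 mitochondrial genes stayed out of library sizes and tests.

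Samples were grouped by the age and knockdown given in GEO's labels. The knockdown samples are labelled as mixed, and the hairpin and animal of each of their cells came from the deposited well reports. Control wells on the chips, marked as such in the reports, were left out of all cell numbers. A cell passed if it had at least 500 genes and its log10 UMI count lay within 2 SD of the mean of its group. The study's methods take that mean over all cells, so using the mean of each group departs from their stated rule. This form of the filter was chosen from several after their numbers of passing cells had been set beside those the study gives. No gene of any comparison had been looked at by then. No doublet caller was run, because the study's methods describe imaging wells to exclude cell aggregates before sequencing. Cells with markers of several classes were handled as an alternative in place of that.

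Cells were clustered separately for each stage and each knockdown animal in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0). UMIs were scaled to 10000 per cell and log-transformed, variable genes were chosen by a mean between 0.01 and 3 and a scaled dispersion above 1 among genes seen in at least 10 cells, and 10 principal components fed a graph of 30 shared nearest neighbours. Clusters came from leidenalg 0.10.2 (igraph 0.11.9) at a resolution of 0.8 for stages and 1 for knockdown animals. The genes of the lists tested later were left out of clustering and naming. Clusters were named from marker lists of 11 cell types fixed before the data were examined. A name needed at least 3 markers detected in 20% of the cells and a mean log2 fold of at least 0.2 over other clusters, with a pseudocount of 0.1. The scoring by the mean, the minimum of 0.2 and a rule on globin genes were set after the clusters had been seen. Clusters that CM markers led but that stayed unnamed held 17.6 and 14.8% of passing cells at P4, 2.83 and 3.46% at P7, 3.53 and 19.8% at P14, between 0.0673 and 4.58% at P28 and between 0.0690 and 32.6% in the knockdown samples. Names were rebuilt here and can differ from those of the study.

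UMIs of CM-like cells were summed per deposited sample for stages and per animal for the knockdown, and sums of at least 20 cells entered the tests. Cells are not replicates, so the Wilcoxon tests across cells in the study's methods were not repeated. Sums were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, TMM scaling, filterByExpr, Benjamini-Hochberg threshold 0.05). All 4 stages shared 1 fit with 8 sums and 4 residual degrees of freedom, with a common dispersion of 0.339. The knockdown fit had 4 sums and 2 residual degrees of freedom, with a common dispersion of 0.225. CPM of the tested sums are on the TMM scale, while rates of TDtomato, Xist, liver, atrial and immediate early genes, and those of other classes in CM-like sums, are per total UMIs without it. Standard errors were derived from the log2 change and the F statistic. The genes named were those of the fixed lists and, for each test over all genes, the 5 with the smallest p in each direction among those past the threshold whose replicates did not overlap and that were in no marker list. For P14 against P7, 1 gene that met this rule is not reported here. A gene without UMIs in a group is given as a lower bound at 3 counts per sum, and one with 1 to 3 UMIs as a ratio with its exact counting interval of 95%. Shares carry exact Clopper-Pearson intervals of 95%.

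The tests were run on simulated data first. For P7 against the other stages, 200 genes with log2 changes between 1 and 4 were hidden among 14892, and of the 193 that could be tested 37 (19.2%) were recovered, with 2 false calls (5.13% of calls). For shJun against shNT, 79 of 189 (41.8%) were recovered among 17161 genes with 15 false calls (16.0% of calls). Most changes of this size would thus be missed with these numbers of samples. The simulated P7 sum was given the same fitted spread as the other sums. Its share of false calls therefore does not cover genes whose P7 UMIs come mostly from 1 cell. The transition index of 20 seeded draws of 50 cells, each thinned to 1000 UMIs, used 500 genes. On simulated cells it was tested with 300 genes and came to 0.278 for 1 profile and 0.929 for a mixture of 2 profiles.

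Depth set the precision. The P7 sum held 1229390 UMIs, and 3 UMIs in it correspond to 1.95 CPM after TMM scaling, while the knockdown sums held 40055260 to 64835127 UMIs. P28 replicates 2, 4 and 6 and P7 replicate 1 had fewer than 20 CM-like cells and stayed out of the main tests.

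Alternatives fixed before the data were examined were DESeq2 1.42.0 with its size factors, no filter on low counts, at least 1000 genes per cell, CM calls cell by cell, cells with 3 or more markers of another class left out, lower and higher cluster resolutions, mitochondrial genes kept, at least 50 cells per sum, fits of only the stages compared, sums per chip with and without the chip as a block, each sample left out in turn, and other depths, gene numbers and cell numbers for the transition index. Others were added after the numbers of cells had been seen, namely at least 10 cells per sum, sums per animal, the marker rule after thinning to 2000 UMIs, a block for animals sharing chips, all cells in place of CM-like cells, and 15 cells for the transition index. A limit of 5000 UMIs per cell, the P7 sum without its deepest cell, and the CM-like cells without the subcluster led by mural genes were added after the tests had been seen. Knockdown animals that shared chips were treated as pairs only in the block settings. Figures were drawn with matplotlib 3.10.9.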

Results

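To follow cardiomyocytes (CMs) of the mouse heart after birth, single cells were collected at postnatal days 4, 7, 14 and 28 (P4, P7, P14 and P28) from Myh6/Esr1-Tomato mice, a strain in which tamoxifen switches on the red reporter TDtomato in CMs. A further set of P28 hearts had received lentivirus carrying a short hairpin RNA against Jun (shJun), which encodes an AP-1 transcription factor, or a non-targeting hairpin (shNT). Cells were dispensed into the wells of nanowell chips (ICELL8), imaged, and their polyadenylated RNA was counted as unique molecular identifiers (UMIs), each of which stands for 1 captured molecule. The 18 samples were 2 at P4, 2 at P7, 2 at P14, 6 at P28 and 6 knockdown samples of mixed content. Each sample was 1 chip. The well tables named 11 wild-type animals and 4 knockdown animals, 2 per hairpin, and every knockdown chip held cells of 1 shJun and 1 shNT animal. At P4 and at P7 the well tables gave both chips the same 2 animal names, so by those names the samples of these stages were repeat chips of the same mice, and an SD over them covers chips rather than mice.

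Total UMIs per wild-type sample lay between 11161784 and 106226097. The P4 samples held 29831634 and 49951821 UMIs, the P7 samples 56811148 and 64065235, and the P14 samples 98184310 and 39542274. The 6 P28 samples held 40393225, 20200005, 106226097, 29848971, 11161784 and 12328844 UMIs in order of replicate number. The 6 knockdown samples held between 88597336 and 133264535 UMIs. Of 15993 wild-type wells with a cell, 12794 passed the filter on genes and UMIs, with a median of 1439 genes and 146871.5 reads per cell. In the knockdown samples 7057 of 7482 cells passed, with a median of 2526 genes and 211118 reads per cell. When P28 replicates 5 and 6 were left aside, the wild-type samples came from 9 mice, and 11098 of 13317 cells passed with a median of 169351.5 reads and 1533 genes.

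To see how many CMs each sample offered, cells were clustered within each stage, and clusters led by 8 CM marker genes were called CM-like. Of the passing wild-type cells, 2937 were CM-like. The CM-like share was 13.1% ± 0.175 (SD, n = 2) at P4, 1.62% ± 0.519 (n = 2) at P7 and 28.9% ± 4.30 (n = 2) at P14. The P7 share rested on 16 of 1273 cells in replicate 1 (1.26%, exact Clopper-Pearson 95% interval 0.720 to 2.03%) and 23 of 1155 cells in replicate 2 (1.99%, 1.27 to 2.97%). The P28 samples fell into 2 kinds. Replicates 1, 3 and 5 held 83.8% (81.4 to 85.9%), 95.1% (93.0 to 96.7%) and 94.5% (92.5 to 96.1%) CM-like cells. Replicates 2, 4 and 6 held 0.410% (0.151 to 0.890%), 0.404% (0.148 to 0.877%) and 0.398% (0.108 to 1.01%). CMs and other cells had been separated by centrifugation before loading, per GEO's labels. The chip names in the deposited well reports mark P28 replicates 1 and 5 as CM and replicates 2 and 6 as NCM, and mark no other chip. Wells of the P14 chips carry CM or NCM as their type, and the P14 shares were not split by it. Shares can therefore reflect what was loaded and were not tested between stages. The loaded fraction is unknown for the P4 and P7 chips and for P28 replicates 3 and 4. Calling CMs cell by cell, in place of by cluster, moved the P4, P7 and P14 shares the most and gave 45.8% at P7. The mean share at P28 moved the most with at least 1000 genes per cell, from 45.8 to 38.6%.

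**Figure D1:**
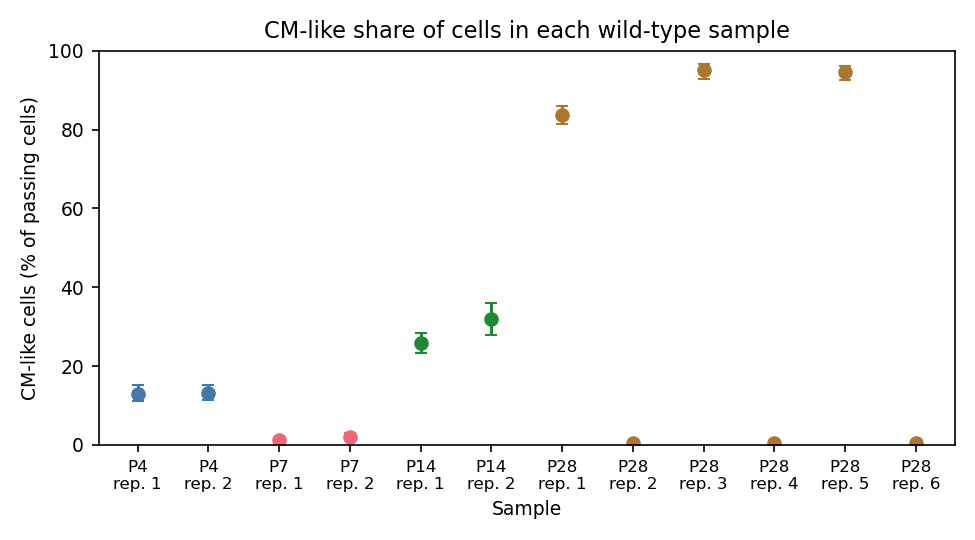
Percentage of passing cells called CM-like in each of the 12 wild-type samples, with exact 95% binomial intervals; points are samples, grouped by stage on the horizontal axis. The P7 samples sit at 1.26% and 1.99%, and the 6 P28 samples lie either between 83.8% and 95.1% or between 0.398% and 0.410%.

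To ask which genes set P7-CMs apart, which the study proposed as a transition state, UMIs of CM-like cells were summed per sample and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. 8 sums had at least 20 cells, namely 2 at P4, 1 at P7, 2 at P14 and 3 at P28. Their depth ran from 1229390 UMIs in the 23 cells of P7 replicate 2 to 19356518 UMIs in P28 replicate 3. P7 had no replicate in this comparison, and its lone sum was assumed to vary like those of the other stages. Each chip held 1 stage, so chip and stage cannot be told apart. P7 was set against the mean of the log2 levels of the other 3 stages, so a gene that is very low at 1 or 2 of them can be called higher at P7 without exceeding each stage. By this contrast, 480 of 15704 genes passed an adjusted p of 0.05, 390 higher and 90 lower. Of the 390 genes called higher, 323 took more than 50% of their P7 UMIs from a single cell, which was not the same cell for each gene. The median share from a single cell was 83.1% for genes called higher, against 38.5% for as many uncalled genes of like P7 level. The deepest cell held 20.2% of the UMIs of the P7 sum and gave more than 50% of the P7 UMIs of 184 of the 390 genes. Without the deepest cell 256 genes passed, 205 of them among the 480. With UMIs summed per named animal in place of per chip, 226 passed. Keeping at most 5000 UMIs of any cell left 4 genes, and among the settings tried this lowered the number the most. The median log2 change over all tested genes was −0.55 with edgeR's scaling and −0.36 with DESeq2's, so changes are also given relative to the edgeR median where their size is near it.

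Among genes higher at P7, Ifi27l2a (ENSMUSG00000079017, chromosome 12, 103442167 to 103443680, minus strand, GRCm38) rose by a log2 change of 5.43 ± 0.52 (SE, adjusted p = 5.87e-05), from a mean of 31.6 to 570 CPM (UMI counts scaled to a common library total). Prc1 rose by 4.49 ± 0.46 (adjusted p = 8.68e-05), Ncam1 by 5.26 ± 0.57 (adjusted p = 0.000104) and Col14a1 by 4.57 ± 0.50 (adjusted p = 0.000104). Cacng6, which had no UMI at P14, stood at 70.8 CPM at P7 against a mean of 1.73 in the 7 other sums (adjusted p = 0.000104). A single cell gave 87.0% of the P7 UMIs of Ifi27l2a, 94.6% for Prc1, 72.4% for Ncam1, 90.8% for Cacng6 and 93.5% for Col14a1. The genes called lower had few or no UMIs in the P7 sum. Cab39l (chromosome 14, 59440972 to 59585764) and Synrg had none, which made them at least 12.0-fold and at least 9.78-fold lower at P7, with the floor set at 3 counts of that sum (adjusted p = 0.00995 and 0.0111). Mpc1 was 82.5-fold lower (counting interval 28.2 to 400.1, 3 UMIs, adjusted p = 0.0102), Hcfc1 41.7-fold lower (7.49 to 1649, 1 UMI, adjusted p = 0.0118) and Kcnip2 29.996-fold lower (8.30 to 248, 2 UMIs, adjusted p = 0.0119). These intervals and floors cover counting error only. Synrg had the opposite sign in 5 other settings, Cab39l and Hcfc1 in 2 and Kcnip2 in 1.

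**Figure D2:**
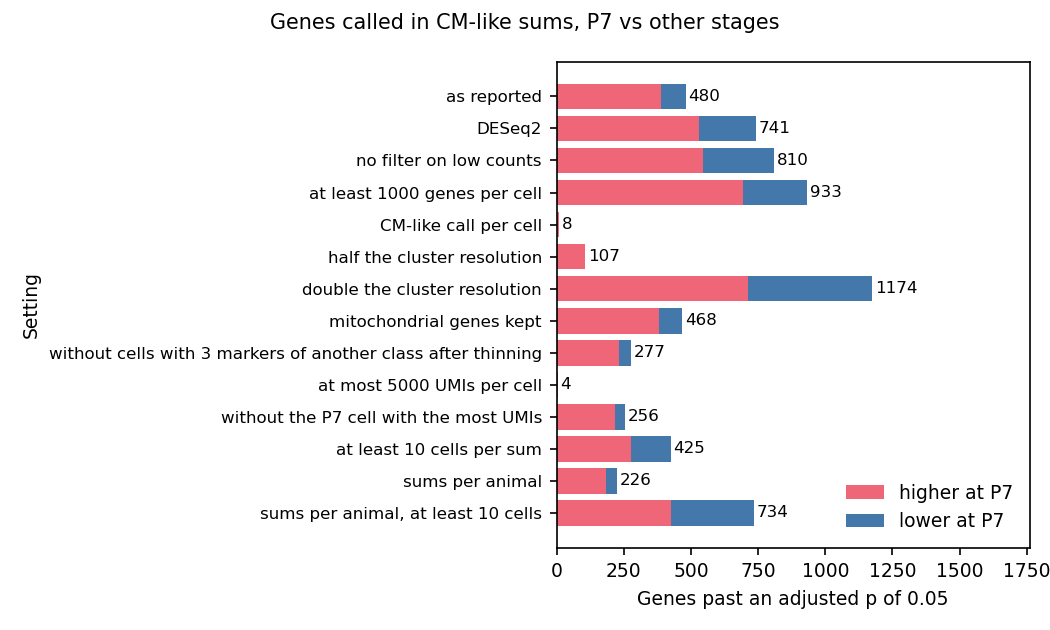
Number of genes past an adjusted p of 0.05 between P7 and the other stages in CM-like sums, with 1 bar per setting of the processing, split into genes higher and lower at P7; the horizontal axis is the number of genes. The number runs from 4, with at most 5000 UMIs per cell, to 1174, with a finer clustering.

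The study had described a fall of cardiac genes at P7, among them Tnnt2, Myh6, Actn2, Myl2 and Nkx2-5. These 5 genes and 3 other cardiac genes that its text does not name, Myh7, Tnni1 and Tnni3, were fixed as a list before the data were examined. The study drew that fall from bulk RNA-seq, cell nuclei, protein staining, histone marks and single cells of mice without the reporter. Those data included P1, which the samples tested here lack. The contrast of P7 with P4, P14 and P28 is thus not a like-for-like check of that fall. Adjusted over the list alone, 1 of the 8 passed. Tnni1 (ENSMUSG00000026418, chromosome 1, 135779434 to 135810989, plus strand), which encodes slow skeletal troponin I, lay above the mean of the other stages' log2 levels by 3.57 ± 0.79 (SE, edgeR adjusted p = 0.0188 over all genes, 0.00216 over the list). That mean is pulled down by the low P14 and P28 levels, and against the plain mean of 828 CPM over the 7 other sums the ratio was 1.07. Tnni1 stood at 887 CPM in the P7 sum, at 2540 and 3197 CPM in the P4 sums, and between 1.11 and 30.3 CPM in the 5 P14 and P28 sums. Its P7 level thus lay below P4 and above the later stages. DESeq2 gave a log2 change of 3.72 and passed 0 genes of the list, with 2859 of all genes at an unadjusted p under 0.05 against 2828 by edgeR. The other 7 genes did not pass. Their log2 changes were 0.00 for Tnnt2, 0.40 for Myh6, 0.63 for Actn2, −0.45 for Myl2, −0.81 for Nkx2-5, 0.45 for Myh7 and 0.03 for Tnni3, with SEs of 0.51 to 0.74 and list-adjusted p values of at least 0.673. Relative to the median of all genes, Myl2 lay at 0.09 and Nkx2-5 at −0.26, so no fall of these genes beyond the replicate spread was detectable in a P7 sum of 23 cells. Cells entered that sum through clusters led by other CM markers, so CMs low in cardiac genes may have been left out beforehand. The comparison cannot test for a fall in such cells, nor for a fall from P1.

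The other list held 9 genes that the study had described as high at P7, from data other than these samples. Those data were bulk RNA-seq, histone marks and single cells of mice without the reporter, and they included P1. The list-adjusted result is thus not a like-for-like check of them. Icam1 had too few UMIs to be tested. Adjusted over the list alone, 5 of the other 8 passed, 2 higher and 3 lower, and 1 passed over all genes. With sums per named animal 0 passed over the list. Dcn (chromosome 10, 97479609 to 97518143, plus strand) rose by 2.12 ± 0.52 (SE, edgeR adjusted p = 0.0330 over all genes, 0.00554 over the list), with 521 CPM at P7 and 46.1 to 315 CPM in the 7 other sums. Lum (chromosome 10, 97565128 to 97572703, plus strand) rose by 1.805 ± 0.57 (0.0937 over all genes, 0.0205 over the list), with 70.2 CPM at P7 and 7.44 to 66.0 CPM in the other sums. A single P7 cell gave 55.0% of the Dcn UMIs and a single cell 53.7% of the Lum UMIs, and without the deepest P7 cell 0 genes of the list passed by edgeR, with 2611 of all genes at an unadjusted p under 0.05. Lum changed sign when each cell was held to 5000 UMIs. Junb fell by 1.99 ± 0.70 and Jund fell by 1.89 ± 0.76 on the log2 scale (0.0296 and 0.0371 over the list). Without TMM scaling, Junb stood at 7.32 CPM at P7, 13.0 and 9.68 at P4, and 8.69 and 15.5 at P14. At P28 it stood at 74.1 to 97.4 CPM, so its fall leans on the high P28 level. Sox7 had 1 UMI at P7 and was 24.6-fold lower (counting interval 4.41 to 971, 0.0371 over the list). Junb and Jund rose in place of falling when CMs were called cell by cell. Jun changed by −0.60 ± 0.58 (0.363 over the list), which is −0.06 relative to the median of all genes. Its unscaled level was 65.9 CPM at P7, 33.2 and 46.4 at P4, 41.4 and 118 at P14, and 131 to 158 at P28. Klf2 and Tcf4 changed by 0.57 ± 0.55 and 0.36 ± 0.46 and did not pass.

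Neighbouring stages were compared in the same fit. From P4 to P7, 22 genes passed, 17 higher and 5 lower at P7, while the median log2 change of all genes was −0.53. DESeq2 passed 338, and a fit of only these 2 stages 828. Myl7 (chromosome 11, 5896637 to 5898782, minus strand), an atrial myosin light chain, fell from a mean of 9406 CPM at P4 to 1 UMI at P7, a ratio of 14481 (counting interval 2599 to 571976, edgeR adjusted p = 0.00354). Sln (chromosome 9, 53850164 to 53854560, plus strand) had a mean of 5014 CPM at P4 and no UMI at P7, at least 2573-fold lower (adjusted p = 0.00507). Mybphl, Sfrp1 and Mlana had no UMI at P7 either, and were at least 65.7-fold, 47.7-fold and 38.8-fold lower (adjusted p = 0.00707, 0.0194 and 0.0290). The 16 CM-like cells of P7 replicate 1, too few for the main test, held nearly all of the 376 Myl7 and 182 Sln UMIs of the 39 P7 CM-like cells. With sums of at least 10 cells, which brought them in, the log2 change was −5.82 for Myl7 and −5.97 for Sln, and neither passed (both edgeR adjusted p = 0.145). Of the genes higher at P7, Ifi27l2a rose by 7.17 ± 0.85 (adjusted p = 0.00152), Nupr1 by 5.83 ± 0.89, Mfap5 by 4.74 ± 0.73 and Mettl8 by 6.23 ± 1.02 (adjusted p = 0.00938, 0.00938 and 0.0148). Ramp3 had 1 UMI at P4 and was 1076-fold higher at P7 (193 to 42493, adjusted p = 0.00354). All P7 UMIs of Ramp3 and Mettl8 came from 1 cell. Leaving out 1 P4 sum left 3 or 4 of the 22 calls. Both P4 animals carried Xist at 217 and 239 CPM and both P7 animals at 0.563 and 1.02, so sex and stage coincided in this comparison.

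From P7 to P14, 303 genes passed, 111 higher and 192 lower at P14, with a median change of 0.52 over all genes. DESeq2 passed 1103. Mpc1 (chromosome 17, 8282904 to 8297661, plus strand) was 147-fold higher at P14 (counting interval 50.4 to 715, 3 UMIs at P7, edgeR adjusted p = 0.0149), and the microRNA gene Gm24245 94.1-fold (26.1 to 777, adjusted p = 0.0177). The small nucleolar RNA gene Gm22154, Nr4a3 and Irgm1 had no UMI at P7 and were at least 32.0-fold, 36.7-fold and 19.6-fold higher (adjusted p = 0.0142, 0.0149 and 0.0151). Prc1 fell by 6.34 ± 0.74 (chromosome 7, 80294450 to 80316259, plus strand, adjusted p = 0.000629), Ifi27l2a fell by 5.99 ± 0.82 and Ncam1 fell by 6.74 ± 0.94 on the log2 scale (both adjusted p = 0.00317). Hist1h2ap fell by 6.60 ± 0.74 (adjusted p = 0.000629) but belongs to a family of near-identical histone genes, so its counts are uncertain. Its P7 UMIs were spread over 19 of 23 cells. Without P14 replicate 1, 627 genes passed.

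From P14 to P28, 5 genes passed, 3 higher and 2 lower at P28, with 1516 at an unadjusted p under 0.05 and 95 passing by DESeq2. Ccl4 (chromosome 11, 83662584 to 83664683, plus strand) was 210-fold higher (counting interval 37.8 to 8312, 1 UMI at P14, edgeR adjusted p = 0.0286) and Myl7 99.5-fold (27.5 to 822, adjusted p = 0.0361). Sln had no UMI at P14 and was at least 30.2-fold higher, with the floor of 3 counts set in each P14 sum (adjusted p = 0.0361). In P28 replicates 1, 3 and 5 Sln stood at 12.6, 13.5 and 82.2 CPM and Myl7 at 12.9, 34.3 and 87.9 CPM. The size of both changes thus leans on replicate 5. Prkar1b (chromosome 5, 139017306 to 139150001, minus strand) fell by 5.19 ± 0.81 and Acot1 fell by 3.78 ± 0.60 on the log2 scale (both adjusted p = 0.0309). Leaving out 1 sample at a time gave −6.06 to −2.67 for Prkar1b and −4.42 to −2.35 for Acot1. Prkar1b rose when cells needed at least 1000 genes. A fit of these stages alone passed 0 genes by edgeR, with 1244 at an unadjusted p under 0.05.

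To test for a transition state by its statistics, the study used a transition index, the mean absolute correlation between genes divided by the mean correlation between cells. It was computed per sample from 50 CM-like cells thinned to 1000 UMIs each. It came to 0.375 ± 0.0245 (SD, n = 2) at P4, 0.298 ± 0.0479 (n = 2) at P14 and 0.270 ± 0.0262 (n = 3) at P28. No P7 sample had 50 such cells. With 15 cells per sample, a number chosen after the data were seen, the index was 0.616 ± 0.00297 at P7 (n = 2), 0.677 ± 0.0326 at P4, 0.547 ± 0.0774 at P14 and 0.506 ± 0.0337 at P28. P7 lay 0.0492 above the mean of the 7 other samples (exact permutation test, two-sided, p = 0.417, where 0.0278 is the smallest that its 36 splits allow). This test took the repeat chips of P4 and P7 as separate samples. The index rose as fewer cells were used, and at P4 it moved from 0.375 with 50 cells to 0.522 with 25. Gene-gene correlations (0.118 to 0.126 by stage) lay close to the 0.114 calculated for independent genes in as many cells.

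To check the knockdown labels, the targeted gene was read first. In CM-like cells, Jun (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222, minus strand) stood at 27.5 and 29.9 CPM in the shJun animals and at 55.1 and 62.0 CPM in the shNT animals. These sums held 833 and 790 cells with 40055260 and 63474432 UMIs, and 1005 and 818 cells with 64835127 and 49041527 UMIs. The log2 change was −1.03 ± 0.23 (SE, n = 2 per hairpin, edgeR adjusted p = 0.00380, adjusted over the list alone, which held 1 gene), with both shJun animals below both shNT animals, while the median change of all genes was −0.01. Over all 17729 genes tested its adjusted p was 0.99999. Calling CMs cell by cell moved it the most among ways of calling CMs, to −0.090, where it no longer passed. An exact permutation test of 2 animals against 2 cannot give a two-sided p below 0.333.

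**Figure D3:**
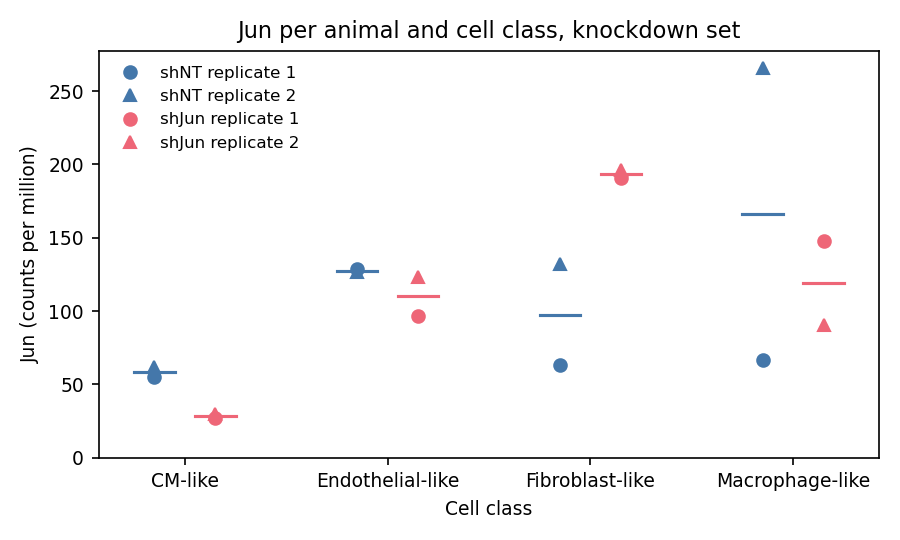
Jun in CPM per animal and cell class in the knockdown samples, with shJun and shNT animals as separate points. In CM-like cells the shJun animals sit at 27.5 and 29.9 and the shNT animals at 55.1 and 62.0, and in Endothelial-like cells they sit at 96.6 and 123 against 129 and 126.

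The fall of Jun was not seen alike in other classes. Its log2 change was −0.21 ± 0.56 (SE) in Endothelial-like, 0.99 ± 0.54 in Fibroblast-like and −0.48 ± 0.76 in Macrophage-like cells. Only 1 shJun animal had Mural-like cells, so no change is given for them. In all named cells other than CMs together it was 0.43 ± 0.31. None of these passed an unadjusted p of 0.05 by edgeR, and the Macrophage-like value became 0.84 without shNT replicate 2. The mix of other named classes differed between animals. T cell-like cells, with Jun at 337 CPM, came only from shJun replicate 2 (145 cells). Erythroid-like cells, with Jun at 72.8 CPM, came only from shNT replicate 2 (326 cells). The difference between CM-like and other named cells, tested as an interaction term over 8 sums without allowance for that mix, was −1.47 ± 0.39 (SE). It passed an unadjusted p of 0.05 by edgeR for this gene alone, except without shNT replicate 1 (−1.37), and its adjusted p over all 19716 genes was 0.999.

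Across all genes in CM-like cells, 0 of 17729 passed between shJun and shNT by edgeR, with 401 at an unadjusted p under 0.05 and 10 passing by DESeq2. Leaving out shNT replicate 1 gave 297 calls and leaving out shNT replicate 2 gave 226. Each of these fits held a lone shNT animal, which was assumed to vary like the shJun animals. With the 2 animals of a chip set as a block, 15 genes passed. Of 13 genes that mark CM subtypes in the study, 0 passed adjusted over the list alone or over all genes, with list-adjusted p values of at least 0.984 by edgeR. The largest changes were 0.78 ± 0.59 for Nppb and 0.53 ± 0.27 for Ankrd1. This held for the fit without a block, as at least 1 of the 13 passed with either form of block. Of 6 ligand and receptor genes (Vegfa, Kdr, Igf2, Igf2r, Entpd1 and Adora1), 0 passed in CM-like cells (list-adjusted p of 0.929 for each) or in other named cells, where Entpd1 changed the most at −1.27 ± 0.51 (0.286 over the list).

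To ask whether Jun knockdown shifted CM subtypes, the 3446 CM-like cells of the 4 animals were clustered again, giving 10 subclusters compared by number only. In 3 of them both pairs of animals moved the same way. The smallest p that 2 animals per hairpin allow is 0.333 by an exact permutation test, and 0.5 by exact sign flips within pairs, both two-sided, so no subcluster could pass a threshold of 0.05. Subclusters 0, 2, 5 and 9 carried Endothelial-like markers under the rule used to name clusters, and subcluster 8 Mural-like ones. Subcluster 0 held 8.76% and 48.6% of CM-like cells in the shJun animals and 7.26% and 2.20% in the shNT animals. Subcluster 8, led by mural genes such as Pdgfrb and Rgs5 and so not read as CMs alone, held 7.32% and 10.4% against 0.199% and 1.22%. In 6 of the 10 subclusters over 90% of cells came from 1 pair of animals.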

Values the study reported

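For the mice carrying the Myh6-driven reporter, the study reported 13,317 cells from 9 mice, of which 11,168 passed its filter, with medians of 148,398 reads and 1,461 genes per cell. For the hairpin-treated hearts it reported 7,482 cells collected and 7,049 passing. Its transition index was computed on 1,687 CMs spread over 5 time points, 1 of which (P1) is not analysed here, and was described as peaking at P7.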

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

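The tests of reads per cell in P28 replicate 3, of free RNA as the source of TDtomato, of the interaction for Jun, and of scaling and of RNA from other cells behind the fall of Jun were chosen only after the results were seen. Samples standing apart from their group were sought with Dixon's test in 2 groups of 6 samples, P28 and the knockdown, over 9 measures each. Chance gives about 1 such result in 20 tests, and 7 of 18 were found, 4 of them in P28 replicate 3 for measures of depth that go together.

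P28 replicate 3 stood apart from the other 5 P28 samples in depth. Its passing cells had a median of 105531.5 UMIs, mitochondrial ones included, where the next sample had 22641. The median number of genes was 2770 against 1538 in the next sample, the median reads per cell 397085 against 124283.5, and the total 106226097 UMIs against 40393225. Its reads per cell stood apart by a gap of 0.760 of the whole range. This gap was among the measures that picked out the sample, so it cannot test whether more reads lie behind the higher UMI counts. More reads per cell and a larger RNA content of its cells both stay open. Of its 190 failed wells, 142 failed only because their UMIs lay outside the range kept, and failed wells had a median of 969743.5 reads, more than the passing cells. No biological explanation was tested, since all P28 samples share 1 group.

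In knockdown replicate 6, 78.4% of wells passed the filter, where the next sample had 93.2%. Of its 300 failed wells, 58 had under 500 genes and 242 fell outside the UMI range only, and failed wells had a median of 4557.5 reads against 298574 in passing cells. Only 3 of its 1089 passing cells were CM-like. Neither a technical nor a biological explanation was tested.

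P28 replicate 5 carried TDtomato at 521 CPM without mitochondrial genes, where the next P28 sample had 201. Its share of CM-like cells was 94.5%, but replicate 3, at 95.1%, had the lower TDtomato rate, so the share of CMs alone does not order these samples. Knockdown replicate 2 carried 0.174 CPM, where the next knockdown sample had 0.0548, and this rested on 9 UMIs. No explanation was tested for either sample.

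TDtomato was part of no comparison. All 12 wild-type samples held it, from 48.1 to 521 CPM, while the 6 knockdown samples had at most 0.174, although GEO's labels give both sets the same strain. The 30 negative control wells at P28 held 2 TDtomato UMIs, and the control wells of the other stages and of the knockdown held 0. Free RNA in proportion to a cell's own UMIs would give CM-like and other cells of a chip like rates. A like amount of it per well would give shallower cells higher rates. The rate was higher in CM-like than in Endothelial-like cells in 6 of the 6 samples that held at least 20 cells of each, by a median of 2.99 times (range 1.31 to 3.44). This argues against free RNA in proportion to UMIs as the whole source. In P4 replicates 1 and 2 and P7 replicate 2, where CM-like cells were deeper by median UMIs, it argues against a like amount per well too. CM-like cells were shallower in P14 replicates 1 and 2 and P28 replicate 1, so a like amount per well was not told apart there. In P14 replicate 2 the medians were 7795 against 10059 UMIs and the rates 113 against 86.1 CPM. Of the samples with fewer cells, 2 went the other way, P28 replicate 2 (55.3 against 69.5 CPM, 6 CM-like cells) and P28 replicate 6 (0 against 178 CPM, 4 CM-like cells). With cells thinned to 5000 UMIs, the share of cells with a TDtomato UMI was higher in CM-like cells in 5 of 6 samples. The exception was P14 replicate 2, with 15.4% against 19.5%. In P4 replicate 2 Macrophage-like cells had 341 CPM against 334 in CM-like cells, so some background stays open. Why the knockdown samples lack TDtomato was not tested.

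The change of Jun between hairpins differed between CM-like and other named cells by −1.47 on the log2 scale in the interaction test (SE 0.39). For this gene alone it passed an unadjusted p of 0.05 by edgeR, while over all genes its adjusted p was 0.999, with 0 genes passing and 609 at an unadjusted p under 0.05. Leaving out 1 animal at a time gave −1.56 to −1.37, and without shNT replicate 1 it no longer passed for this gene alone. A scaling shift stays open, since the scaling itself sets the median change of all genes, −0.0079, near 0. RNA from other cells is argued against as the whole cause. By the levels of their fixed markers, 6 other classes would bring 37.8 and 39.9 CPM of Jun into the CM-like sums of the shJun animals and 14.2 and 32.8 into those of the shNT animals. The difference of 15.3 CPM (SE 9.38) runs against the fall of Jun by 28.8 CPM. These amounts run high, since in 2 animals they exceed Jun itself, so subtracting them from Jun, the form tried before, gave no log2 value, left the question open and was dropped. With genes specific by level in place of the markers, a set that leaves out Endothelial-like cells, the difference was 9.17 CPM (SE 3.13). Without CM-like cells that had 3 markers of another class after thinning, Jun still passed by edgeR, at −1.15. The 10 immediate early genes listed, a class that cell isolation can induce, had a median change of −0.21 in CM-like cells, with 7 lower and 3 higher (−0.85 to 0.52) and 0 at an unadjusted p under 0.05 by edgeR. They went both ways, so a difference in isolation cannot be told apart from the hairpin with 2 animals each. An effect of the hairpin within CMs, which the design names, stays open beside it. For the interaction, the mix of other named classes differed between animals as well, and its part was not tested.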

How the results depend on the processing

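Chosen only after results or cell numbers were seen were at least 10 cells per sum, sums per animal, the marker rule after thinning, at most 5000 UMIs per cell, the P7 sum without its deepest cell, the block of animals sharing chips, all passing cells, the CM-like cells without the mural-led subcluster, 15 cells for the transition index, and the settings of the gene lists other than DESeq2, the unthinned marker rule and samples left out. Of 272 values that answer a comparison, 171 kept their direction and side of the threshold or stayed within the replicate spread, 49 lost calls, 35 gained calls, 16 moved and 1 reversed. Of 859 values of single genes, 569 were kept, 267 lost significance and 23 reversed. Unless stated, the cause was not tested.

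For P7 against the other stages (480 genes), more genes passed with DESeq2 (741), no filter on low counts (810), at least 1000 genes per cell (933), a cluster resolution of 1.6 (1174) and sums per animal of at least 10 cells (734). Fewer passed with CMs called cell by cell (8), a resolution of 0.4 (107), cells with markers of another class left out after thinning (277), at most 5000 UMIs per cell (4), the deepest P7 cell left out (256) and sums per animal (226). Of the 425 genes with at least 10 cells per sum, which added P7 replicate 1, 167 were among the 480, and of the 1174 genes 148 were. Leaving out 1 sample gave 280 (without P4 replicate 1) to 864 (without P14 replicate 1).

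For P7 against P4 (22 genes), DESeq2 passed 338, no filter 311, at least 1000 genes 172, a resolution of 1.6 352 and a fit of only these stages 828. By edgeR, CMs called cell by cell and a resolution of 0.4 passed 0, with 719 and 1118 genes at an unadjusted p under 0.05. The marker rule after thinning passed 8, at least 10 cells per sum 4, and 3 each passed with at most 5000 UMIs, without the deepest P7 cell, and with both forms of sums per animal. Leaving out 1 sample gave 3 (without P4 replicate 2) to 191 (without P14 replicate 2). For P14 against P7 (303 genes), DESeq2 passed 1103, no filter 777, at least 1000 genes 893 and a resolution of 1.6 891. By edgeR, CMs called cell by cell and a resolution of 0.4 passed 0 (1713 and 1554 unadjusted), the marker rule after thinning 178, at most 5000 UMIs 2, the deepest cell left out 173 and sums per animal 153. Leaving out 1 sample gave 181 (without P28 replicate 3) to 627 (without P14 replicate 1).

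For P28 against P14 (5 genes), DESeq2 passed 95, no filter 128, at least 1000 genes 214, a resolution of 1.6 1 and sums per animal 2. By edgeR, 0 passed with CMs called cell by cell, a resolution of 0.4, at least 50 or 10 cells per sum, sums per animal of at least 10 cells and a fit of only these stages, with 908 to 1392 genes at an unadjusted p under 0.05. Leaving out 1 sample gave 0 (without P7 replicate 2) to 27 (without P14 replicate 1).

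For shJun against shNT (0 genes), DESeq2 passed 10, no filter 376, sums per chip with the chip as a block 19 and animals sharing chips as a block 15, while 401 were at an unadjusted p under 0.05 by edgeR. Leaving out 1 animal gave 0 to 297, the highest without shNT replicate 1, where the lone animal of a hairpin was assumed to vary like the others. Jun passed in all settings but 2, namely −0.090 with CMs called cell by cell and −0.071 over all passing cells. Both settings take in cells outside the CM-like clusters. With either block it was −1.10 and −1.03, and with 1 animal left out −1.10 to −0.95. In Macrophage-like cells Jun reversed to 0.84 without shNT replicate 2 and otherwise reached −1.16. Of the subtype genes, 1 passed without a filter, 3 with the chip as a block, 1 with animals as a block and 0 to 1 with 1 animal left out. Of the ligand and receptor genes, 0 to 2 passed with 1 animal left out.

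Of the cardiac list, DESeq2 passed 0 genes. Of the P7-high list (5 genes), 2 passed with at least 1000 genes per cell, 1 with the marker rule after thinning, 1 with sums per animal of at least 10 cells, 3 to 5 with 1 sample left out, and 0 with CMs called cell by cell, a resolution of 0.4, at most 5000 UMIs, the deepest P7 cell left out, at least 10 cells per sum and sums per animal.

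On the log2 scale, Lum reversed to −0.24 with the marker rule after thinning and to −2.33 with at most 5000 UMIs. With CMs called cell by cell, Junb reversed to 0.71, Jund to 0.58, Cab39l to 0.080, Synrg to 0.58 and Hcfc1 to 0.21. At a resolution of 1.6, Sox7 reversed to 0.91, Junb to 1.39, Synrg to 1.05 and Hcfc1 to 0.60. With sums per animal, Junb reversed to 0.050, Cab39l to 0.037, Synrg to 2.11, Kcnip2 to 0.23 and, from P4 to P7, Ramp3 to −1.89. Synrg was 1.65 with at least 10 cells per sum and 1.14 with such sums per animal. Ramp3 and Mettl8 were −1.86 and −5.46 with the marker rule after thinning and −2.03 and −5.67 without the deepest P7 cell. Prkar1b, from P14 to P28, was 0.70 with at least 1000 genes per cell.

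The transition index was 0.522 at P4, 0.415 at P14 and 0.387 at P28 with 25 cells, and 0.677, 0.547 and 0.506 with 15 cells. It was 0.424 at P4 with 200 genes, and at P28 0.243 with 2000 UMIs and 0.226 without thinning. The CM-like share with at least 1000 genes per cell was 17.4% at P4 and 8.39% at P14. Called cell by cell it was 64.5% at P4, 45.8% at P7 and 70.2% at P14. It was 6.38% at P7 with a resolution of 1.6 and 40.8% at P14 with 0.4.

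Leaving out cells with 3 markers of another class without thinning gave no value, as all 39 P7 CM-like cells had such markers, nor did at least 50 cells per sum or leaving out P7 replicate 2 for the comparisons with P7. No paired analysis was possible because the replicate numbers of the stages name chips of different animals. Depth limits the P7 comparisons, with 1229390 UMIs from 23 cells, and P7 had no replicate in them.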

Other observations

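The count of genes whose top cell was the deepest P7 cell and the tests of atrial cells in 1 P4 cluster and of carry-over of liver transcripts between wells were chosen only after the results were seen.

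The genes called higher at P7 may each rest on a single cell of the P7 sum, though not always the same one. Their median share of P7 UMIs from a single cell was 83.1%, against 38.5% for uncalled genes of like level, and they had UMIs in a median of 4 of 23 cells, against 10. The top cells of the 390 genes were 17 different cells, and the deepest cell was the top one for 212 of them. What sets such cells apart, a doublet or a rare state for example, was not tested, and a difference of stage stays open for the other genes.

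Dcn and Lum were higher in the P7 sum. Genes specific to Fibroblast-like cells stood there at a median of 15.2% of their level in Fibroblast-like cells, against 0.744 to 2.65% in the 7 sums of other stages. Dcn stood at 15.8%, against 0.818 to 3.39%, and Lum at 8.63%, against 1.07 to 5.26%. In P7 replicate 1, with 16 CM-like cells and outside the test, the median was 1.38%, Dcn stood at 1.88% and Lum was lower still, so the raised level was in 1 of the 2 P7 samples. This is consistent with fibroblast RNA in the tested P7 sum. A rise within CMs stays open.

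Myl7 and Sln fell from P4 to P7. At P4, 206 of 311 CM-like cells formed a cluster led by Sln and Myl7. Myl7 stood at 13434.9 CPM there and 4653.5 in the other cluster, and Sln at 7211 and 2428.4. Atrial cells in 1 cluster only are argued against, since 8 other atrial genes stood at 3082 and 3374 CPM, a ratio of 1.09. Across P4 CM-like cells thinned to 1 depth, the atrial genes were inversely related to the ventricular Myl2, with a rank correlation across cells of −0.63 in replicate 2 and −0.72 in replicate 1. This is consistent with atrial and ventricular cells mixed at P4. The P7 samples differed as well, and with replicate 1 included, at 10 cells per sum, neither fall passed (−5.82 for Myl7 and −5.97 for Sln). A change with age stays open, as untested.

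CM-like cells of shNT replicate 2 carried 12 liver genes at 4310 CPM. Those of shJun replicate 2, from the same chips, had 142, and those of shJun replicate 1 and shNT replicate 1 had 3.47 and 2.13. Carry-over between wells is argued against by the ratio of 30.4 between animals of the same chips. Liver cells are argued against, since 0 of 2033 cells had over 20% liver UMIs with a low CM marker level, and the highest share was 20.4%. Free liver RNA at a like rate in all cells is argued against by a ratio of 5.56 among the 4 largest named classes, from 876 CPM in Erythroid-like to 4872 in Mural-like cells. Free liver RNA in a like amount per well, whose rate would fall with depth, was not tested. Free RNA taken up unequally, or a change in that animal, stays open. Of the 538 cells of subcluster 2, led by Alb and Ttr, 516 came from this animal.

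In 6 of 10 CM-like subclusters over 90% of cells came from 1 pair of animals. The correlation across 12033 genes, which are not independent replicates, averaged 0.967 between animals of the same chips, 0.951 between animals with the same hairpin and 0.954 between animals sharing neither. The difference of 0.0160 between the former 2 kinds is consistent with a batch shared by animals on the same chips. It rests on 2 pairs, and sex differed within the first, with Xist at 185 CPM in shJun replicate 1 and 3.83 in shNT replicate 1.

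Summed over 10 genes, immediate early genes in CM-like cells stood at a mean of 122 CPM at P4, 129 at P7, 404 at P14 and 808 at P28. In Macrophage-like cells the means were 1435, 1376, 4051 and 4688. The digestion method changed between P7 and P14, so age and isolation were confounded. At P28 a cluster of 98 CM-like cells was led by Rgs1 and Ccl4, and Ccl4 was among the genes called higher at P28.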
